A study of Rattus norvegicus with 13 samples.

How the data were processed

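Total RNA from the kidneys of 13 rats was made into small RNA libraries with a TruSeq small RNA kit and sequenced, per the labels' protocols. Groups were taken from the group name in the labels: control (n = 4), irradiated (n = 4) and irradiated plus lisinopril (n = 5). The labels describe separate animals and give no litter, batch or pairing. Reads were trimmed with Trim Galore 0.2.5 and aligned with Bowtie 1.1.1 to the rn4 genome, per the submitters' processing notes. How reads were counted and assigned to miRNAs, and how multiply mapping reads were treated, is not given in the sources used here.

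The deposited table holds whole-number read counts per miRNA and library, not normalized by the authors as far as the values show, for 13 libraries and 1121 features in 6 categories. These were 460 mature rat miRNAs, 194 mature miRNAs named after other species and 75, 15, 326 and 51 predicted features in the other 4 categories. Only the 460 rat miRNAs entered the main comparisons. This choice was made after the structure of the table was seen and before any test was run, because many predicted features stood at 0 in some libraries and high in others: 37, 7, 51 and 11 in the 4 predicted categories had a 0 in 1 to 12 libraries and a median above 50 counts in the rest, against 1 rat miRNA. The 194 miRNAs named after other species held 0 such features, and this reason does not cover them. They were left out as named after other species. Some may count reads of rat miRNAs a second time, since bta-miR-3600 held 97.3% to 98.4% of the counts of miR-22-3p. Names of 458 of the 460 rat miRNAs matched a miRNA gene in the GRCr8 annotation, which was used for names and for which genes neighbour each other and for no coordinates.

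Library totals over rat miRNAs ranged from 1194175 to 11095939 counts. Replicate libraries correlated at r = 0.972 to 0.996 across miRNAs and differed by far more than sampling noise (chi-square per degree of freedom 93.9 to 909), so that none was counted as a duplicate. The floor of a library is the CPM of 3 counts, on the same TMM-scaled library size as all CPM values. Because reads carried no molecular identifiers, floors cover counting error only.

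Counts were analysed in R 4.3.3 with edgeR 4.0.16. Features were kept with filterByExpr by group, which left 419 of 460 and removed 41. Libraries were scaled by TMM (factors 0.787 to 1.19), and a quasi-likelihood model with a mean per group was fitted to all 13 libraries (glmQLFit and glmQLFTest), so that the 3 groups share an estimate of the spread (biological coefficient of variation 0.247). P-values were adjusted by Benjamini-Hochberg over 419 miRNAs per comparison, with a threshold of 0.05. CPM values use TMM-scaled library sizes, and log2 CPM adds a prior count of 2. Exact permutation tests were two-sided over all arrangements of the libraries. Standard errors of log2 fold changes are from the same fit.

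There were 20 lists of miRNAs: the miR-34 family, other p53-linked, pro-fibrotic, miR-29, miR-30, miR-200, kidney-enriched, leukocyte, NF-kB-linked, erythroid, endothelial, smooth muscle and fibroblast, muscle, liver, adrenal and neural, angiotensin-linked, miR-17-92, miR-15/16, let-7, Dlk1-Dio3, miR-181, and hypoxia and injury miRNAs. They were tested with camera from limma 3.58.1 on voom values, with an inter-miRNA correlation preset at 0.01 and, as an alternative, estimated per list. List p-values were adjusted over the 20 lists of a comparison, and none of the calls held with an estimated correlation. A few miRNAs stand in more than a single list.

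The groups, the tests, the lists, the alternatives and the rule for naming miRNAs were fixed before the data were examined. The rule took, per comparison, called miRNAs with a mean of at least 10 CPM (the 8 with the largest log2 fold change in each direction and the 4 most abundant), or the 5 with the smallest p where none was called, together with miR-34a and its measured family members and the 2 members of each list with the smallest p, or up to 4 where more than 4 members were called. Alternatives fixed in advance were size factors by RLE, library totals alone, no low-count filter, a mean of at least 10 CPM, DESeq2 1.42.0, limma-voom, a robust dispersion, a fit of only the 2 groups compared, library sizes without the most abundant miRNA, an estimated correlation for lists, split controls, and leaving out each library in turn. Added after the data were seen were limma-voom with sample quality weights, control library 2 left out of the comparison between the irradiated groups, rat plus other-species miRNAs, all 6 categories, and a single entry per overlapping locus. Simulated values for the shared controls came from 200 simulations for the correlation and 100, added after the data were seen, for the shared calls. Both kept the observed controls, so error in the controls themselves was not drawn anew.

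The procedure was tested on counts simulated for 419 miRNAs with 200 changed by known folds. For irradiated against control it recovered 44% of 1.5-fold, 82% of 2-fold, 100% of 4-fold and 98% of 6-fold changes. For lisinopril against irradiated it recovered 60%, 80%, 98% and 98%, and for lisinopril against control 54%, 88%, 98% and 98%. False calls numbered 2, 7 and 2. With 200 miRNAs changed, the simulations gave 164, 176 and 171 calls, against 7, 0 and 26 in the data. The adjustment is stricter where fewer miRNAs change, so these rates may overstate the recovery in the data. They do not show that changes of 1.5-fold or 2-fold were absent where few or 0 miRNAs were called. In 20 simulations without any change, calls appeared in 1, 4 and 0 of them, never more than 1 miRNA.

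Pairs of miRNAs whose loci overlap can share reads. Those whose log2 CPM correlated at r of at least 0.95, and miR-409b with miR-409a-3p (r = 0.841), are reported as uncertain: miR-3553 with miR-183-5p, miR-3578 with miR-369-5p, miR-3574 with miR-210-3p, miR-3587 with miR-29b-3p, miR-3596b with let-7d-5p, miR-3596d with let-7f-5p, miR-3570 with miR-181a-1-3p, miR-3543 with miR-434-3p, miR-3557-3p with miR-378a-5p, miR-3557-5p with miR-378a-3p, miR-3586-3p with miR-151-5p, miR-3065-5p with miR-338-3p and miR-3588 with miR-125b-5p. Depth was lowest in control library 2. Base composition of the miRNAs was not analysed here.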

Results

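Small RNA libraries were sequenced from the kidneys of 13 female WAG/RijCmcr rats, an inbred strain widely used in studies of late radiation injury. The animals were 11 to 12 weeks old and weighed about 155 g at the start. Control rats (n = 4) received no radiation. Irradiated rats (n = 4) received 13 Gy of 320 kVp X-rays at 1.75 Gy per minute to the body with a single hind limb shielded, which spares part of the bone marrow. A further group of irradiated rats (n = 5) also drank lisinopril, an inhibitor of angiotensin converting enzyme, at 24 mg per square metre per day from day 7. All kidneys were taken on day 35. The title of the series names miR-34a, and the design asks which kidney miRNAs differ after irradiation and which differ with lisinopril.

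Rat mature miRNA counts totalled 8459787, 1194175, 9426318 and 9075318 in control libraries 1 to 4. They totalled 4885082, 6786492, 6235486 and 5821769 in irradiated libraries 1 to 4, and 5762180, 9026578, 10267994, 11095939 and 9620202 in lisinopril libraries 1 to 5. Irradiated libraries were shallower than all others except control library 2 and lisinopril library 1. Control library 2 was the shallowest and held 37 rat miRNAs at 0, and 29% of its mature counts lay in miRNAs named after other species, against 10.3% to 14.6% in the remaining libraries. Its lowest detectable level, taken as 3 counts, was 3.19 CPM (read counts scaled to library size), against 0.289 to 0.561 CPM elsewhere; these floors cover counting error only. The most abundant miRNA was miR-10a-5p, with 28.9% to 44.3% of rat mature counts. Of 460 rat miRNAs, 419 were tested. Adjusted p-values of single miRNAs are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 419, and values are group means in CPM ± SD.

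In irradiated kidneys without the drug, miR-34a-5p, a direct transcriptional target of p53, rose 5.82-fold over control. Its level was 52.4 ± 2.00 CPM in control kidneys (n = 4) and 306 ± 38.5 CPM in irradiated kidneys (n = 4). The related miR-34c-5p, which p53 also induces, rose 1.49-fold, from 199 ± 19.1 to 298 ± 38.8 CPM. The sensory-organ miRNA miR-183-5p fell from 478 ± 44.6 to 322 ± 7.63 CPM. Members of the imprinted Dlk1-Dio3 miRNA cluster fell as well, among them miR-411-5p, from 133 ± 31.7 to 70.4 ± 12.2 CPM.

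For miR-34a-5p the log2 fold change was 2.54 (SE 0.149, adjusted p = 1.44e-08), and all 4 irradiated rats lay above all 4 controls. A two-sided exact permutation test gave p = 0.0286, the smallest value that 4 against 4 allows. Its call held under all 21 alternative settings tried, with log2 fold changes from 2.49 to 2.77. Of the whole family, miR-34c-5p had a log2 fold change of 0.58 (SE 0.126, adjusted p = 0.0216). The other tested members did not pass: miR-34b-3p went from 5.16 to 8.35 CPM (log2 fold change 0.65, adjusted p = 0.0709) and miR-34c-3p from 2.57 to 5.18 CPM (0.82, adjusted p = 0.0916). For miR-34b-5p the log2 fold change was 0.52 (adjusted p = 0.386) and for miR-449a-5p, which shares the miR-34 seed, 0.27 (adjusted p = 0.688). All 6 tested members had a positive log2 fold change, and 4 were higher when adjusted over the list alone. The family was higher as a list (camera, adjusted p = 8.42e-05), with an adjusted p = 0.14 under an estimated correlation.

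**Figure D1:**
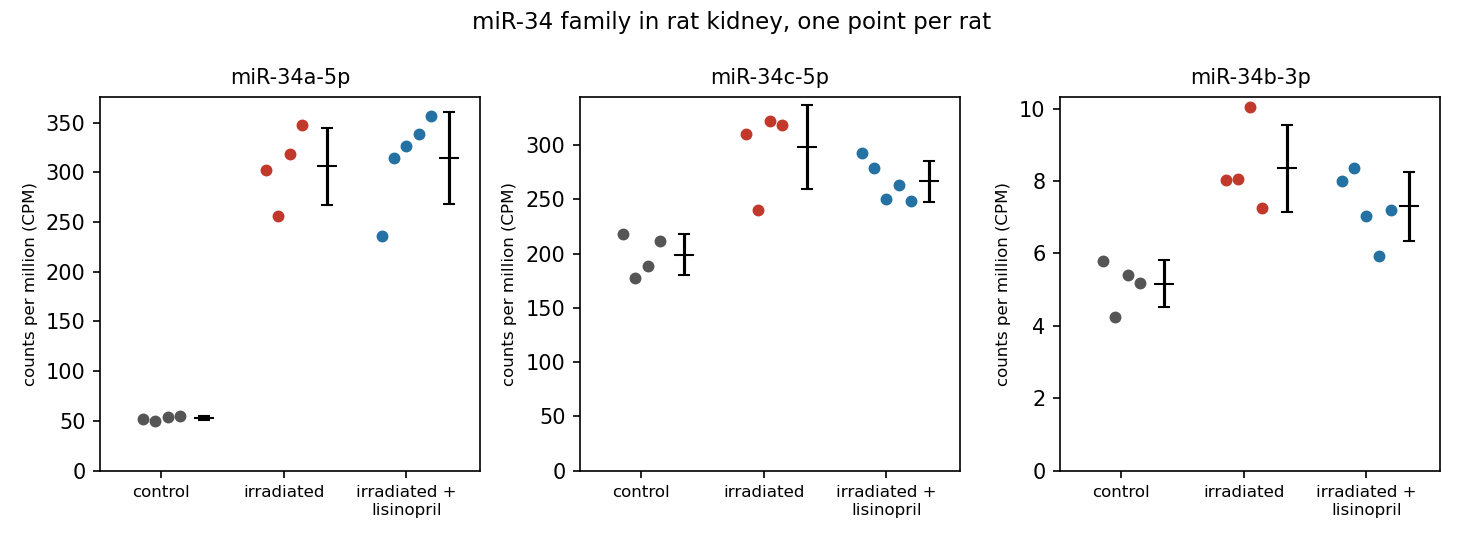
CPM of miR-34a-5p, miR-34c-5p and miR-34b-3p in each rat kidney (points) with the group mean ± SD beside them, for control (n = 4), irradiated (n = 4) and irradiated plus lisinopril (n = 5). miR-34a-5p was at most 54.4 CPM in the controls and lay between 236 and 356 CPM in the 9 irradiated rats.

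Over all 419 miRNAs, 2 were higher and 5 lower in irradiated than in control kidneys. The 2 higher ones were miR-34a-5p and miR-34c-5p. The 5 lower ones, each at an adjusted p = 0.0216, were miR-411-5p, miR-541-5p, miR-183-5p, miR-3553 and miR-802-5p. miR-541-5p went from 172 ± 32.7 to 102 ± 17.8 CPM, with a log2 fold change of -0.76 (SE 0.159). For miR-411-5p the log2 fold change was -0.91 (SE 0.195), and for miR-183-5p it was -0.57 (SE 0.113). miR-3553 is annotated at the same locus as miR-183 and held 0.797 to 0.845 times the counts of miR-183-5p in every library, so the pair is reported as uncertain. miR-802-5p, a low-abundance miRNA named after its values were seen, went from 11.4 to 4.98 CPM (log2 fold change -1.14). At an unadjusted p under 0.05 there were 93 miRNAs, against 21 by chance, and 30 had no overlap between the groups, which chance gives for 2.86% of miRNAs.

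The number of calls depended on the tool and on single libraries. DESeq2 called 19 higher and 18 lower, the fit of only these 8 libraries called 1 and 0, and scaling by library totals called 2 and 0. Without irradiated library 4 there were 35 higher and 25 lower, while without control library 4 there were 1 and 0, without irradiated library 1 or 3 there were 1 and 1, without irradiated library 2 there were 2 and 2, without control library 2 there were 1 and 6 and without control library 3 there were 5 and 6. Outside miR-34a-5p the adjusted p-values accordingly crossed the threshold when single libraries were left out: that of miR-34c-5p became 0.083 without control library 4, 0.0695 without control library 2, 0.0581 without control library 3, 0.0554 without irradiated library 1 and 0.0644 without irradiated library 3. That of miR-183-5p became 0.0803, 0.0554 and 0.0576 without control library 4, irradiated library 1 and irradiated library 3. For miR-541-5p the values were 0.0803, 0.0554 and 0.0656 without control library 4, irradiated library 1 and irradiated library 2, and for miR-411-5p between 0.0554 and 0.083 without control library 2 or 4 or irradiated library 1, 2 or 3.

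The Dlk1-Dio3 cluster, a large imprinted group of miRNA genes on a single chromosome, was lower as a list in irradiated kidneys (23 of its miRNAs tested, camera adjusted p = 0.000432). With an estimated correlation its adjusted p was 0.519. Of the 23, 2 fell (miR-541-5p and miR-411-5p), 5 were lower when adjusted over the list alone, and 20 had a negative log2 fold change, with a median of -0.57. The mean over the list was -0.44, and -0.22 when libraries were scaled by their totals.

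None of the remaining 18 lists was called. Leukocyte miRNAs and NF-kB-linked miRNAs both had an adjusted p = 0.38. Their smallest p-values belonged to miR-223-3p, typical of neutrophils (log2 fold change -0.61, adjusted p = 0.065), miR-146a-5p (-0.74, adjusted p = 0.105) and miR-155-5p (-0.57, adjusted p = 0.135). Among kidney-enriched miRNAs (adjusted p = 0.576), miR-10a-5p had a log2 fold change of -0.54 (adjusted p = 0.0931) and miR-192-5p of -0.56 (adjusted p = 0.134). Among pro-fibrotic miRNAs (adjusted p = 0.958), miR-214-3p was at 0.84 (adjusted p = 0.0709) and miR-21-5p at -0.60 (adjusted p = 0.143). miR-210-3p, induced by hypoxia, was at 0.55 (adjusted p = 0.0709) in the list of hypoxia and injury miRNAs (adjusted p = 0.772). Other p53-linked miRNAs had an adjusted p = 0.772, with miR-192-5p and miR-194-5p (-0.31, adjusted p = 0.229) in front. Markers of other cell types did not pass either. Erythroid miRNAs (miR-363-3p 0.17, miR-486 0.51), endothelial miRNAs (miR-221-3p 0.31, miR-126a-3p -0.21) and smooth muscle and fibroblast miRNAs (miR-145-3p -0.48) each had an adjusted p = 0.958. Muscle, liver, adrenal and neural miRNAs had an adjusted p = 0.615, with miR-499-5p at -0.66 and miR-1-3p at -0.88.

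The family lists gave the following. The miR-29 family (miR-29b-3p -0.36, miR-29c-5p 0.38), the miR-30 family (miR-30e-5p -0.40, miR-30a-5p -0.41) and the miR-200 family of epithelial cells (miR-200b-5p 0.25, miR-141-3p -0.45) each had an adjusted p = 0.958. The miR-17-92 clusters had an adjusted p = 0.928 (miR-92a-3p 0.65, miR-19b-3p -0.98), angiotensin-linked miRNAs 0.812 (miR-155-5p and miR-21-5p as above), the miR-15/16 family 0.772 (miR-16-5p -0.32, miR-497-5p 0.41), the miR-181 family 0.772 (miR-181a-2-3p 0.36, miR-181a-1-3p 0.16) and the let-7 family 0.675 (let-7b-5p 0.36, let-7d-5p 0.26). In 5 of the 20 lists the median, the mean and the test differed in sign: the pro-fibrotic, miR-29, miR-200, smooth muscle and fibroblast, and miR-17-92 lists. Adjusted over the list alone, miR-223-3p among leukocyte miRNAs was lower, and miR-214-3p among pro-fibrotic and smooth muscle miRNAs and miR-210-3p among hypoxia and injury miRNAs were higher. Many of these named miRNAs passed without irradiated library 4. Higher then were miR-34b-3p (log2 fold change 0.73, adjusted p = 0.0243), miR-34c-3p (0.90, 0.0409), miR-214-3p (0.99, 0.0243), miR-92a-3p (0.82, 0.0243) and miR-210-3p (0.64, 0.0243). Lower then were miR-223-3p (-0.68, 0.0227), miR-21-5p (-0.86, 0.0229), miR-141-3p (-0.90, 0.0318), miR-145-3p (-0.64, 0.0352), miR-30a-5p (-0.54, 0.0352), miR-192-5p (-0.71, 0.0361), miR-19b-3p (-1.18, 0.0361), miR-10a-5p (-0.61, 0.0444), miR-30e-5p (-0.49, 0.0444), miR-29b-3p (-0.52, 0.0457) and miR-499-5p (-0.75, 0.048). In that library miR-141-3p was at 767 CPM, against 293 to 320 CPM in the other 3.

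Between irradiated kidneys without and with lisinopril, miR-34a-5p differed by less than the spread between rats, at 306 ± 38.5 CPM without the drug (n = 4) and 315 ± 46.4 CPM with it (n = 5). No miRNA passed the test between these 2 groups. The nearest was miR-183-5p, at 322 ± 7.63 CPM without the drug and 226 ± 21.5 CPM with it, lower in all 5 treated rats than in any of the 4 untreated ones. miR-322-5p of the X-linked miR-322 cluster was at 328 ± 66.0 and 503 ± 47.9 CPM, and the imprinted miR-127-3p at 22.5 ± 4.57 and 35.3 ± 5.66 CPM. This comparison asks what the drug adds in rats that were all irradiated.

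For miR-34a-5p the log2 fold change was 0.04 (SE 0.131, adjusted p = 0.92), and a two-sided exact permutation test gave p = 0.778. Over 23 alternative settings it lay between -0.15 and 0.13. The other members of its family had values of -0.16 for miR-34c-5p (adjusted p = 0.513), -0.20 for miR-34b-3p (0.534), -0.20 for miR-34c-3p (0.679), -0.05 for miR-34b-5p (0.959) and 0.08 for miR-449a-5p (0.934). The 5 miRNAs with the smallest p were miR-183-5p (log2 fold change -0.51, adjusted p = 0.0504), miR-3553 of the same locus (-0.53, adjusted p = 0.0504), miR-322-5p (0.62, SE 0.151, adjusted p = 0.0931), miR-30d-3p (0.66, adjusted p = 0.0931) and miR-127-3p (0.65, SE 0.163, adjusted p = 0.0931). For miR-183-5p a two-sided exact permutation test of log2 CPM, chosen after its values were seen, gave p = 0.00794, the smallest that 4 against 5 allows.

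The edgeR test called 0 higher and 0 lower, with 63 miRNAs at an unadjusted p under 0.05 against 21 by chance. DESeq2 called 4 higher and 7 lower, limma-voom 0 and 2, and limma-voom with sample quality weights, added after the data were seen, 16 and 17. Without irradiated library 4 there were 20 higher and 27 lower, and without lisinopril library 4 there were 0 and 2. miR-183-5p passed without either library, at adjusted p-values of 0.0278 and 0.0489, and its adjusted p ranged from 3.96e-05 to 0.249 over its 23 alternatives. Between the groups, 18 miRNAs had no overlap, which chance gives for 1.59% of miRNAs.

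No list was called between irradiated kidneys with and without lisinopril. The smallest adjusted p, 0.132, was shared by kidney-enriched miRNAs (miR-196a-5p 0.36, miR-10b-5p 0.47), smooth muscle and fibroblast miRNAs (miR-199a-5p 0.35, miR-145-3p 0.56) and the miR-15/16 family (miR-322-5p 0.62, miR-195-5p 0.24). The smooth muscle and fibroblast list had an adjusted p = 0.0295 without irradiated library 2, and 0.463 with all libraries and an estimated correlation. Pro-fibrotic miRNAs followed at 0.211 (miR-199a-5p, miR-199a-3p 0.27), NF-kB-linked miRNAs at 0.343 (miR-9a-5p 0.49, miR-21-5p 0.42) and the let-7 family at 0.399 (miR-98-5p 0.30, let-7f-5p 0.34). Angiotensin-linked miRNAs, the list closest to the drug's target, had an adjusted p = 0.526, with miR-132-5p at 1.09 (adjusted p = 0.248). Other p53-linked miRNAs (miR-22-3p -0.30, miR-192-5p 0.46) and the Dlk1-Dio3 cluster (miR-127-3p 0.65, miR-136-3p 0.91) had an adjusted p = 0.545. The miR-34 family, the miR-30 family (miR-30d-3p 0.66, miR-30a-5p 0.35), the miR-200 family (miR-141-3p 0.60, miR-200b-5p -0.29) and the miR-17-92 clusters (miR-17-1-3p -0.37, miR-18a-5p 0.40) were at 0.659. Erythroid (miR-363-3p 0.22, miR-144-3p 0.41), endothelial (miR-126a-5p 0.56, miR-222-3p -0.44), muscle, liver, adrenal and neural (miR-128-3p -0.49, miR-9a-5p) and hypoxia and injury miRNAs (miR-494-3p -1.11, miR-21-5p) were at 0.782. The miR-29 family (miR-29a-3p -0.11, miR-29b-3p 0.18) and the miR-181 family (miR-181d-5p 0.24, miR-181a-2-3p -0.23) were at 0.807, and leukocyte miRNAs (miR-342-5p -0.38, miR-342-3p -0.27) at 0.86. Adjusted over the list alone, miR-127-3p, miR-322-5p, miR-30d-3p, miR-126a-5p, miR-145-3p and miR-199a-5p were higher and miR-222-3p lower within their lists. The erythroid and miR-181 lists differed in sign between median, mean and test. Without irradiated library 4, several of these miRNAs passed between the groups. Besides miR-183-5p, they were miR-3553 (log2 fold change -0.55, adjusted p = 0.0278), miR-322-5p (0.69, 0.0278), miR-30d-3p (0.83, 0.0138), miR-9a-5p (0.77, 0.0161), miR-126a-5p (0.76, 0.0266), miR-141-3p (1.04, 0.0321), miR-145-3p (0.72, 0.0346), miR-128-3p (-0.64, 0.0346), miR-199a-5p (0.39, 0.0386), miR-199a-3p (0.38, 0.0386), miR-196a-5p (0.43, 0.0386), miR-494-3p (-1.38, 0.0386) and miR-21-5p (0.67, 0.041).

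In irradiated kidneys of lisinopril-treated rats, 26 miRNAs changed against control. miR-34a-5p rose 5.98-fold, from 52.4 ± 2.00 CPM (n = 4) to 315 ± 46.4 CPM (n = 5). The cluster partners miR-183-5p, miR-182 and miR-96-5p, which are made from a shared transcript, fell, miR-183-5p from 478 ± 44.6 to 226 ± 21.5 CPM, miR-182 from 8011 ± 612 to 4279 ± 1020 CPM and miR-96-5p from 28.9 ± 6.77 to 15.1 ± 1.46 CPM. Within the imprinted Dlk1-Dio3 cluster, miR-541-5p fell from 172 ± 32.7 to 75.7 ± 6.08 CPM, whereas miR-127-3p rose 2.10-fold, from 16.8 ± 0.461 to 35.3 ± 5.66 CPM. This comparison asks which differences from the unirradiated kidney were present on day 35 under the drug. Among miRNAs named after other species, which were tested only in alternative fits, 3 that were chosen after their values were seen separated the same groups. gga-miR-1766 was at 968 to 269000 CPM in control and 84.5 to 242 CPM in lisinopril libraries, hsa-miR-3607-5p at 49.4 to 15200 and 3.62 to 11 CPM, and mmu-miR-5099 at 39.3 to 16600 and 9.41 to 25.2 CPM. The highest value of each was in control library 2. In irradiated libraries without the drug they were at 346 to 8280, 6.95 to 332 and 21.9 to 208 CPM. Of 153 such miRNAs with counts in all libraries, 15 lay below and 6 above all controls in lisinopril libraries, which chance gives for 1.59%, and 3 and 2 in irradiated libraries without the drug, which chance gives for 2.86%.

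Of 419 miRNAs, 3 were higher and 23 lower. For miR-34a-5p the log2 fold change was 2.58 (SE 0.145, adjusted p = 8.19e-09), all 5 treated rats lay above all 4 controls, and a two-sided exact permutation test gave p = 0.00794, the smallest that 4 against 5 allows. miR-127-3p had a log2 fold change of 1.07 (SE 0.169, adjusted p = 0.00107). The third, miR-341, is a cluster member of low abundance named after its values were seen, at 0.837 and 1.97 CPM (adjusted p = 0.0413). The rest of the miR-34 family did not pass, with miR-34c-5p at 267 ± 19.1 CPM (log2 fold change 0.42, adjusted p = 0.0517), miR-34b-3p at 0.45 (0.122), miR-34c-3p at 0.63 (0.15), miR-34b-5p at 0.47 (0.474) and miR-449a-5p at 0.36 (0.636). Over 22 alternatives the adjusted p of miR-34c-5p ranged from 0.0178 to 0.121, and it passed in some, among them DESeq2 (0.02). As a list the family was higher (camera, adjusted p = 0.000386), with an adjusted p = 0.202 under an estimated correlation, and 4 of its 6 tested members were higher when adjusted over the list alone.

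Log2 fold changes against control were -1.08 for miR-183-5p (SE 0.107, adjusted p = 8.64e-06), -0.90 for miR-182 (SE 0.154, adjusted p = 0.00183) and -0.90 for miR-96-5p (SE 0.181, adjusted p = 0.00695). miR-3553, which overlaps miR-183, gave -1.10. Irradiated kidneys without the drug lay between these groups, with miR-182 at 5375 ± 721 and miR-96-5p at 18.6 ± 3.84 CPM. The calls of miR-34a-5p, miR-127-3p, miR-183-5p, miR-182, miR-96-5p, miR-541-5p and miR-409b held under all 22 alternatives tried for each. Among the other lower miRNAs, miR-499-5p, encoded within a myosin gene, went from 315 ± 129 to 173 ± 15.4 CPM (-0.85, adjusted p = 0.0256) and miR-186-5p from 2463 ± 241 to 1872 ± 123 CPM (-0.40, adjusted p = 0.0444).

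**Figure D2:**
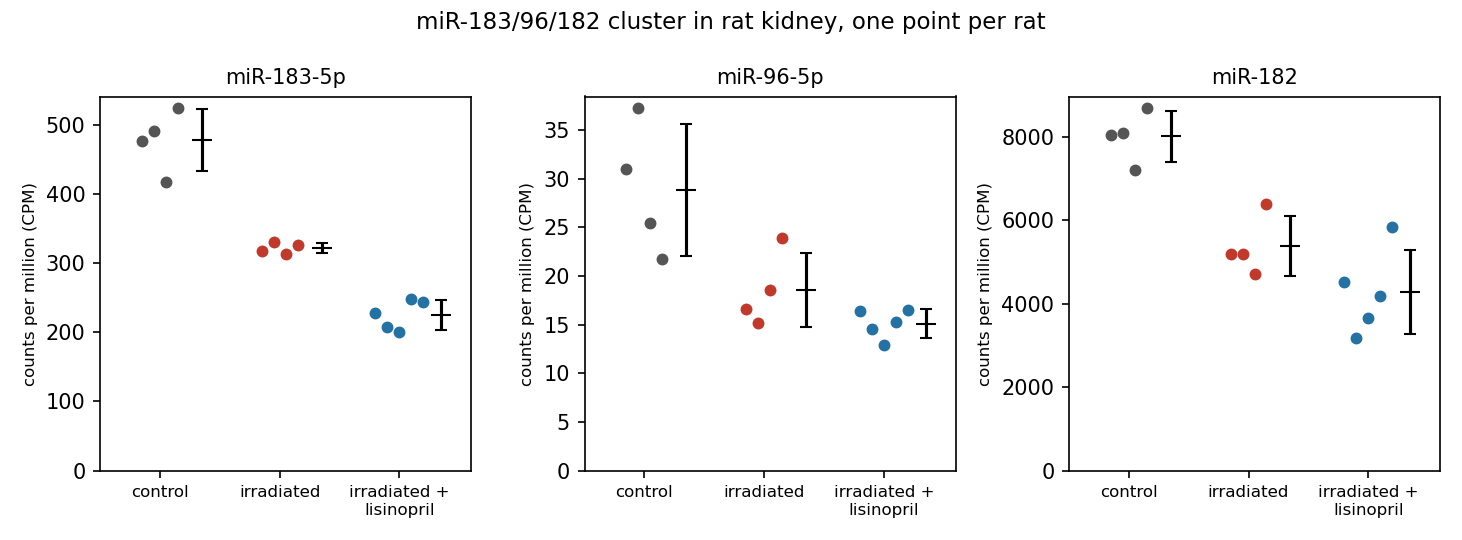
CPM of miR-183-5p, miR-96-5p and miR-182 in each rat kidney (points) with the group mean ± SD beside them, for control (n = 4), irradiated (n = 4) and irradiated plus lisinopril (n = 5). miR-183-5p lay between 418 and 525 CPM in the controls, between 313 and 331 CPM in irradiated rats and between 200 and 248 CPM in irradiated rats given lisinopril.

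For a pair of lower calls, control library 2 set most of the size of the change. miR-770-5p was at 244 CPM in that library, at 2.70 to 4.64 CPM in the other controls and at 0.097 to 1.47 CPM in lisinopril libraries, and without control library 2 its log2 fold change went from -7.07 to -3.07 (adjusted p = 0.0384). Floors in lisinopril libraries were 0.291 to 0.491 CPM. At least its lowest value there lay below the floor, so the exact size of these fold changes is uncertain. miR-3473 was at 299 CPM there and at 13.3 to 20.1 CPM in the other controls, and its log2 fold change went from -3.40 to -1.05 (adjusted p = 0.0128). Neither call held in every fit: miR-770-5p was at an adjusted p of 0.0636 with limma-voom and 0.0527 with a robust dispersion, and miR-3473 at 0.11 and 0.0597, at 0.0589 with sample quality weights and at 0.0516 with all 6 categories.

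Lower calls numbered 11 without control library 4, 13 without lisinopril library 3, 13 without lisinopril library 4 and 14 without lisinopril library 5, and higher calls 5 without control library 2 or control library 3. Calls lost when single libraries were left out included miR-186-5p, with adjusted p-values of 0.0569 to 0.126 without control library 1, 3 or 4 or any lisinopril library, and miR-499-5p, with values of 0.0576, 0.073, 0.0536 and 0.0544 without lisinopril libraries 1, 3, 4 and 5. miR-3473 lost its call without lisinopril library 3 (0.0544). At an unadjusted p under 0.05 there were 95 miRNAs against 21 by chance, and 56 had no overlap between the groups, which chance gives for 1.59% of miRNAs.

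The Dlk1-Dio3 cluster was lower as a list under lisinopril as well (camera, adjusted p = 4.84e-06), with an adjusted p = 0.202 under an estimated correlation. It differed between the same groups as gga-miR-1766, hsa-miR-3607-5p and mmu-miR-5099, given above. Of its 23 tested miRNAs, 2 rose and 7 fell, and 2 were higher and 13 lower when adjusted over the list alone. miR-541-5p (log2 fold change -1.18, adjusted p = 0.000111), miR-411-5p (-0.79, adjusted p = 0.0172) and miR-369-5p (-0.83, adjusted p = 0.0219) fell, while miR-127-3p and miR-341 rose. The calls of miR-411-5p and miR-369-5p were lost without control library 4, at adjusted p-values of 0.0816 and 0.0674, and that of miR-369-5p also without lisinopril library 3 (0.06) or 4 (0.0504). miR-409b, a cluster miRNA outside the list whose locus overlaps miR-409a, fell from 44.7 ± 11.4 to 17.8 ± 2.51 CPM (-1.33, adjusted p = 0.00107).

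**Figure D3:**
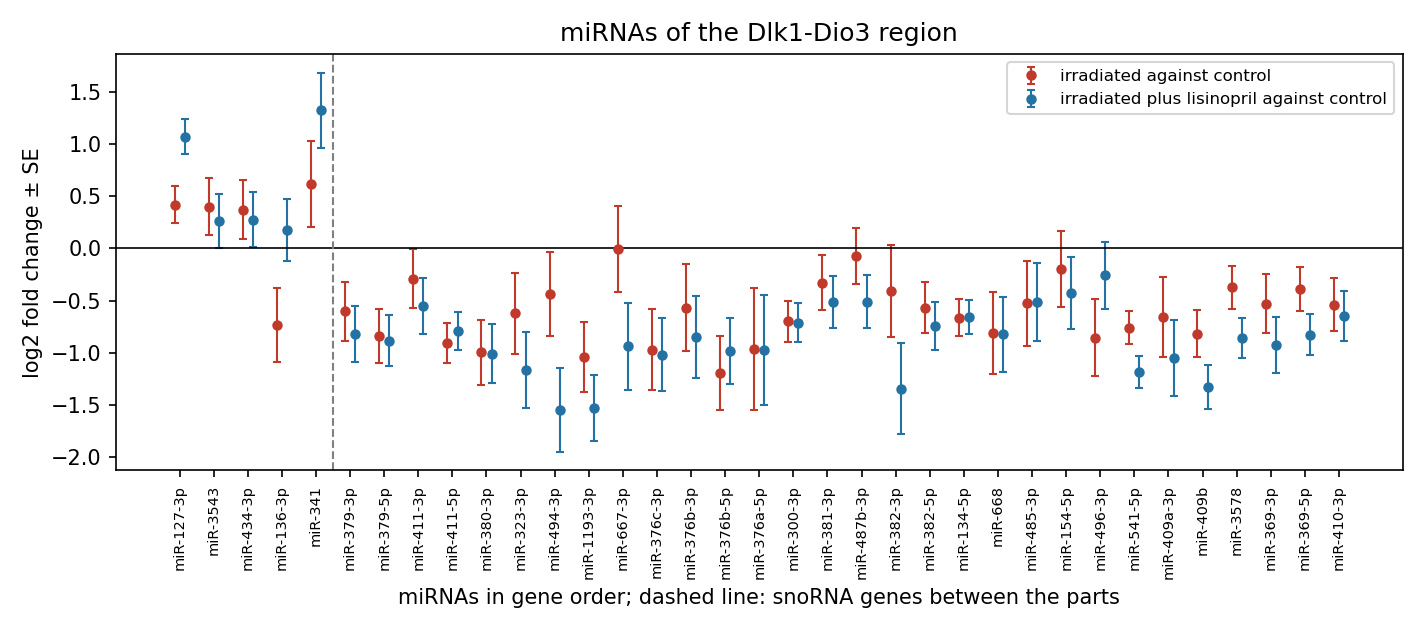
Log2 fold change ± SE against control of 35 miRNAs of the Dlk1-Dio3 cluster, in gene order, for irradiated rats (n = 4) and irradiated rats given lisinopril (n = 5), with a dashed line at the snoRNA genes that divide the cluster. In the lisinopril group miR-127-3p stood at 1.07 and miR-541-5p at -1.18. miR-770-5p, at -4.30 (SE 1.39) and -7.07 (SE 1.53) in the 2 groups, is not drawn.

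None of the other 18 lists was called against control under lisinopril. The let-7 family (let-7d-5p 0.37, let-7c-5p 0.35) and smooth muscle and fibroblast miRNAs (miR-199a-5p 0.34, miR-214-3p 0.58) had an adjusted p = 0.0766, and all tested members of both had positive log2 fold changes. The let-7 list had values of 0.0449 without control library 3 and 0.0334 without lisinopril library 2, and the smooth muscle list 0.0349 without control library 2. With all libraries and an estimated correlation, the values were 0.645 for the let-7 list and 0.258 for the smooth muscle list. Leukocyte miRNAs had an adjusted p = 0.0961 (miR-146a-5p -0.79, miR-155-5p -0.60), and 0.258 with an estimated correlation. With library totals alone the value was 0.0446 for leukocyte miRNAs and 0.0414 each for the let-7 and smooth muscle lists. Muscle, liver, adrenal and neural miRNAs were at 0.202, where miR-499-5p fell and miR-128-3p was at -0.45. Pro-fibrotic miRNAs were at 0.184 (miR-382-5p -0.74, miR-199a-5p 0.34), the miR-200 family at 0.608 (miR-200b-3p -0.29, miR-429 -0.14), and other p53-linked miRNAs at 0.962 (miR-107-3p 0.29, miR-194-5p -0.20). The miR-17-92 clusters (miR-92b-3p 0.66, miR-19b-3p -0.83), the miR-15/16 family (miR-322-5p 0.43, miR-497-5p 0.28) and the miR-181 family (miR-181b-5p 0.14, miR-181a-1-3p 0.14) were at 0.502. The miR-29 family (miR-29c-3p -0.27, miR-29a-3p -0.15), the miR-30 family (miR-30d-3p 0.49, miR-30a-3p 0.42), kidney-enriched miRNAs (miR-196a-5p 0.33, miR-204-5p 0.25) and hypoxia and injury miRNAs were at 0.791. In that last list miR-210-3p was at 0.41, and miR-494-3p fell (-1.55, adjusted p = 0.0308). miR-494-3p is also a member of the Dlk1-Dio3 list, so this is not a separate call. Its mean of 2.48 CPM lay below the floor of control library 2 (3.19 CPM). Its call was lost without control libraries 1, 3 or 4 or lisinopril libraries 2, 3, 4 or 5, at adjusted p-values of 0.055 to 0.11. NF-kB-linked (miR-146a-5p, miR-155-5p), erythroid (miR-363-3p 0.39, miR-144-3p 1.04) and angiotensin-linked miRNAs (miR-155-5p, miR-132-3p 0.44) were at 0.814 and endothelial miRNAs (miR-126a-3p -0.20, miR-126a-5p 0.28) at 0.815. Adjusted over the list alone, miR-199a-5p, miR-363-3p and miR-210-3p were higher and miR-146a-5p, miR-155-5p (NF-kB-linked list), miR-382-5p, miR-494-3p and miR-499-5p lower within these lists. The p53-linked and the hypoxia and injury lists differed in sign between median, mean and test.

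Calls against control were compared between the irradiated groups. Of the 5 miRNAs that fell in irradiated kidneys without the drug, all 5 also fell with it: miR-411-5p, miR-541-5p, miR-183-5p, miR-3553 and miR-802-5p. Because miR-183-5p and miR-3553 are a single locus, a fit with a single entry per locus called 4 and 21 lower miRNAs and shared 4. Independent lists of 5 and 23 among 419 would share 0.274. Of the higher ones, miR-34a-5p was shared, against 0.0143 for independent lists. The groups share their controls, and unchanged groups simulated 100 times against these controls shared 0 calls. Those groups had at most 0.01 calls per direction on average, so there was hardly a call to share and this count tests nothing. In those simulations the lists of the smallest p, of the same lengths, shared 0.55 lower (2 at most) and 0.09 higher miRNAs (1 at most) on average. The simulations kept the observed controls, so error in the controls themselves was not drawn anew. Whether the shared calls exceed what shared controls give stays open. Across 419 miRNAs, which are not independent replicates, the 2 sets of log2 differences had a Pearson r of 0.769 and a covariance of 0.178. Unchanged groups simulated against the same controls gave a mean r of 0.276 and a covariance of 0.0161, a difference in covariance of 0.162. These simulations also kept the observed controls, so they may understate what shared controls give and set no chance level. With the controls split into separate pairs, so that no control was shared, r averaged 0.393 over 6 splits (0.265 to 0.508) and the covariance 0.109. Without control library 2, r was 0.70 and the covariance 0.125, against simulated values of 0.109 and 0.00523.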

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

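Single values were compared with the rest of their group by Dixon's gap test, fixed in advance. All tests of explanations here were chosen after the result was seen, except the counts of other splits of the libraries, which were planned.

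Of 261 groups of values tested (84 named miRNAs plus library measures), 14 miRNA groups and 2 library measures held a library far from the others, where chance gives about 13. Control library 2 accounted for 6 of these and irradiated library 4 for 2. In control library 2 miR-770-5p stood at 244 CPM (2.70 to 4.64 in the other controls), miR-3473 at 299 CPM (13.3 to 20.1), miR-342-3p at 60.6 CPM (88.6 to 94.2) and miR-34b-5p at 0 (4.63 to 5.79), where its floor is 3.19 CPM. Its total of 1194175 counts (1.19 M, against 8.46 to 9.43 M) and its 29% in other-species miRNAs (10.8 to 12.7) stood apart as well. Irradiated library 4 held miR-141-3p at 767 CPM (293 to 320) and miR-3473 at 10.8 CPM (14.6 to 15.0). The remaining values were miR-34c-5p at 240 CPM in irradiated library 2 (311 to 323), miR-382-5p at 7.55 CPM in control library 4 (5.01 to 5.32) and 5.72 CPM in irradiated library 3 (3.36 at most in the other 3), miR-126a-5p at 7000 CPM (10500 to 11700) and miR-449a-5p at 0.654 CPM (2.04 to 2.78) in lisinopril library 1, miR-181a-1-3p at 146 CPM (118 to 124) and miR-222-3p at 151 CPM (216 to 232) in lisinopril library 3, and miR-9a-5p at 483 CPM in lisinopril library 5 (348 to 368).

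miR-34a-5p rose in both irradiated groups. The shallow control library 2 and the scaling are argued against, since the smaller log2 fold change was 2.53 without that library and 2.54 at its lowest over TMM, RLE and library totals. Reads of miR-34c-5p counted as miR-34a-5p are argued against too. miR-34c-5p was itself higher by at least 67.7 CPM, while miR-34a-5p was higher by at least 254 CPM. A link with gga-miR-1766, hsa-miR-3607-5p and mmu-miR-5099 is also argued against, by a trend within groups that gives a log2 change of 0.11 at most (SE 0.195). Whether these 3 count fragments of other RNAs was not tested. With the shallow library, the scaling and reads of miR-34c-5p argued against, a radiation response of the kidney that includes miR-34a-5p may be the source. This is a hypothesis that no test here decides. The list of other p53-linked miRNAs showed no rise. In irradiated against control its test pointed down (camera, adjusted p = 0.772), with a mean of -0.107 and 5 of 10 members positive. In lisinopril against control the adjusted p was 0.962, with a mean of 0.0138. Whether p53 targets rose as a group stays open.

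miR-183-5p, miR-96-5p and miR-182 were lower in lisinopril-treated than in control kidneys. Control library 2 is argued against by a median log2 fold change of -0.90 without it, at adjusted p-values up to 0.0158, and the scaling by -0.84 as the value nearest 0 under RLE and library totals. Fewer epithelial cells are argued against by the miR-200 family, whose median was -0.0319 with an SD of 0.13. A link with the same 3 other-species miRNAs is argued against by their trend. It gives a mean log2 change of miR-183-5p, miR-96-5p and miR-182 of -0.10 (SE 0.128), against -0.97 observed. In irradiated against control, miR-183-5p was at -0.31 under library totals (adjusted p = 0.146, over alternatives 7.27e-05 to 0.146), or -0.57 relative to the median of all miRNAs, and a part played by scaling stays open. No group had lisinopril without irradiation, so an effect of the drug alone was not tested.

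The comparison of the irradiated groups hung on irradiated library 4: edgeR called 0 miRNAs with it (63 at an unadjusted p under 0.05; DESeq2 called 4 higher and 7 lower) and 47 without it. That it came from a control rat is argued against by its miR-34a-5p of 348 CPM (highest control 54.4), and depth by its 5.82 M counts, within the range of the other irradiated libraries (4885082 to 6786492). Whether it came from a lisinopril-treated rat stays open: over all 419 miRNAs it stood at 1.11 between the irradiated mean (0) and the lisinopril mean (1), a measure that did not separate the groups, with irradiated library 1 at 0.732 and lisinopril library 1 at 0.444. Its miR-183-5p was 326 CPM, against at most 248 CPM in lisinopril libraries. A rat with a milder injury stays open as untested.

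Other splits of the libraries were counted for each comparison. For irradiated against control, 3 of 35 splits gave as many calls as the real 7, so chance cannot be excluded. The highest gave 46, from controls 1, 2 and 4 with irradiated library 4 against the rest, while 32 of the other splits gave 0. That split is the real grouping with control library 3 and irradiated library 4 exchanged. The real grouping without irradiated library 4 gave 60 calls. The 46 calls may thus still carry the groups, and a structure of the libraries other than the groups was not tested. For lisinopril against irradiated the real split gave 0, so all 100 drawn gave as many by construction and the count tests nothing. Of the other splits 91 gave 0, and the highest, irradiated library 4 with lisinopril libraries 2 to 5 against the rest, gave 64. That split is the real grouping with irradiated library 4 and lisinopril library 1 exchanged. The real grouping without irradiated library 4 gave 47 calls, so the 64 calls may also still carry the groups. For lisinopril against control, 1 of 100 splits, the real one, gave as many as 26, so chance is unlikely. The highest other gave 12, from all 4 controls with lisinopril library 1 against the rest. That split is the real grouping with lisinopril library 1 moved to the controls, so its 12 calls may also still carry the groups.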

How the results depend on the processing

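Alternatives with quality weights, other categories of features, a single entry per locus and control library 2 left out of the comparison of the irradiated groups were chosen after the data were seen. No called list and no called miRNA taken by the naming rule turned its direction under any alternative run. Called miRNAs outside that rule, such as miR-802-5p and miR-341, were not followed singly, and the values of single miRNAs below leave them out. Of single miRNAs, 2676 values kept their side of the threshold, 79 lost a call and 100 gained one; of lists, 769, 4 and 7. The 4 losses are the miR-34 and Dlk1-Dio3 lists with an estimated correlation. Uncalled values changed sign for 50 list and 22 miRNA values. Library totals alone shifted the log2 fold change of a miRNA, in the median over all, by 0.235 (irradiated against control), -0.189 (lisinopril against irradiated) and 0.0493 (lisinopril against control). Under RLE or library totals the mean changed sign in 6, 7 and 5 uncalled lists, in that order, and in no called list.

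For irradiated against control (2 higher, 5 lower), DESeq2 gave 19 and 18, library totals 2 and 0, the 2 groups alone 1 and 0 (43 lower at an unadjusted p under 0.05), rat plus other-species miRNAs 1 and 0 (67) and all 6 categories 1 and 0 (94). At an unadjusted p under 0.05, 50 were higher and 43 lower, and 105 and 19 under library totals; for lisinopril against irradiated these counts were 29 and 34, and 10 and 70, so the balance of directions depended on the scaling. Leaving out single libraries gave 1 to 35 higher and 0 to 25 lower. For lisinopril against irradiated (0 and 0, with 63 at an unadjusted p under 0.05), DESeq2 gave 4 and 7, quality weights 16 and 17, and RLE, library totals, a mean of at least 10 CPM and limma-voom 2 lower each. Leaving out libraries gave 0 to 20 higher and 0 to 27 lower, both upper values without irradiated library 4. For lisinopril against control (3 and 23), higher calls were 6 with no low-count filter, 6 with DESeq2, 17 with the 2 groups alone, 10 with other-species miRNAs, 7 with all 6 categories and 17 with quality weights. Lower calls were 15 with a mean of at least 10 CPM, 37 with other-species miRNAs and 28 with all 6 categories. Of these, 14, 16 and 12 were among the main 23, so not all main calls were kept. Leaving out libraries gave 2 to 5 higher and 11 to 27 lower. The agreement of the irradiated groups (r = 0.769) was 0.393 with split controls and 0.656 (without irradiated library 4) to 0.822 (without control library 3) when libraries were left out. Fits with fewer libraries have fewer samples, and those with more features a wider adjustment; for the others the cause was not tested.

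Depth limits low miRNAs in control library 2, where 37 stood at 0. The alternative for normalized values was not run, because the values are counts. No paired analysis was possible because the labels give no shared replicate numbers.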

Other observations

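The tests here were chosen after the results were seen.

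The Dlk1-Dio3 cluster divides at a block of snoRNA genes and pseudogenes, 84 of them snoRNA genes. Of 30 tested miRNAs after the block, all 30 had negative log2 fold changes in both irradiated groups against control, with medians of -0.61 and -0.85, and 2 and 11 of them fell. Under library totals 28 and 30 of the 30 were negative. Of 6 miRNAs before the block, 4 and 5 were positive, with medians of 0.39 and 0.27. Their means had the opposite sign, at -0.54 and -0.66, against means of -0.62 and -0.88 after the block. The 6 include miR-770-5p, at -4.30 and -7.07. Among the 6, miR-3543 and miR-434-3p share a locus, and with a single entry per locus 3 and 4 of 5 were positive, with medians of 0.37 and 0.28. In this part miR-127-3p and miR-341 rose under lisinopril and miR-770-5p fell.

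That the parts change differently is a hypothesis. For each library, the mean log2 CPM of the part after the block was subtracted from that of the part before it. This measure is not the mean of the fitted log2 fold changes given above. It differed by 0.39 in lisinopril against control (two-sided exact permutation p = 0.46). In irradiated against control it differed by 0.16 (exact p = 0.829), so the question stays open. Without control library 2, which holds miR-770-5p at 244 CPM, the differences were 0.90 (exact p = 0.0179, the smallest possible) and 0.67 (exact p = 0.0286, likewise). Without miR-770-5p they were 1.15 (exact p = 0.00794) and 0.57 (exact p = 0.143). With a single entry per locus the differences were 0.28 (exact p = 0.635) and 0.04 (exact p = 0.943), without control library 2 then 0.85 (exact p = 0.0179) and 0.61 (exact p = 0.0286), and without miR-770-5p 1.21 (exact p = 0.00794) and 0.53 (exact p = 0.2).

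The X-linked miR-322 cluster was higher in lisinopril-treated than in irradiated kidneys, with 7 of 8 miRNAs positive and a median of 0.34. miR-322-5p, miR-450a-5p (0.63, adjusted p = 0.128) and miR-542-3p (0.72, adjusted p = 0.248) were not called. Its mean log2 CPM differed by 0.38, with a two-sided exact permutation p = 0.00794, the smallest possible. Without irradiated library 4 the difference was 0.40 (exact p = 0.0179), without miR-322-5p 0.35 (exact p = 0.00794), and under library totals 0.20 (exact p = 0.0476). A joint response of this cluster to lisinopril in irradiated rats may be considered as a hypothesis, found and tested on the same data.

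The trend of log2 CPM with the mean of gga-miR-1766, hsa-miR-3607-5p and mmu-miR-5099 within groups was set against the differences between lisinopril-treated and control kidneys. That miR-770-5p follows these 3 miRNAs is a hypothesis, and whether they count fragments of other RNAs was not tested. The trend gives a log2 change of -4.60 (SE 0.522), against -4.10 observed, and without control library 2 it gives -2.71, against -2.59. For miR-3473 the trend gives -2.52 (SE 0.521), against -2.10 observed. Without control library 2 the trend for miR-3473 gives only -0.26 (SE 0.325), against -1.04, so the question stays open. For the mean of the Dlk1-Dio3 list the trend gives 0.05 (SE 0.162), against -0.46 observed. Without control library 2 it gives -0.30 (SE 0.164), against -0.54, so a link with these 3 miRNAs stays open there too.

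Among features outside the rat set, 217 with counts in all libraries were searched. Of these, 3 lay above all controls in both irradiated groups, and each followed a rat miRNA at r of at least 0.95. All 3 were predicted features, and they were not all separate loci, since some had overlapping positions. This search did not return all of the 6 other-species miRNAs that lay above all controls in lisinopril libraries, so the count of 3 may be incomplete. miR-451-5p, abundant in red blood cells, ranged from 1.55 to 219 CPM over the 13 kidneys.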
